A study of Saccharomyces cerevisiae with 12 samples.

How the data were processed

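RNA was sequenced from 12 cultures of the budding yeast Saccharomyces cerevisiae, 6 left untreated and 6 incubated with a lectin (a carbohydrate-binding protein) from the clam Cyclina sinensis that binds N-acetylgalactosamine and mannose. Per the labels' protocols, wild-type cells were grown in YPD, a rich glucose medium, at 30 °C and 200 rpm to the middle of exponential growth. The dose of the lectin, the length of the treatment and any buffer given to the controls were not stated in the labels. Samples are named here by their group and the number in their titles: control 2, 3, 4, 6, 7 and 8, and lectin 2, 3, 4, 5, 6 and 8.

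The deposited table holds raw read counts per gene, which the authors made by trimming the paired-end Illumina reads, aligning them with HISAT2 to a yeast reference genome and counting with featureCounts, per the labels' protocols. The libraries were described there as strand-specific and made from poly-A selected RNA. The versions, genome build, annotation, strand setting and treatment of multi-mapping reads were not stated. The table has 7192 features, of which 65 carry provisional identifiers outside the yeast naming scheme, and 346 had a count of 0 in every sample. Each of its 12 sample columns was used and the replicates were not pooled. The authors also computed FPKM values, ran DESeq2 with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, and tested GO and KEGG terms, per the labels' protocols. Those outputs were not used here, and KEGG pathways were not analysed here.

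Dropping of reads that fall on overlapping genes would lower the counts of those genes. With strand-blind counting, this would also hold for genes that overlap on opposite strands. Strand-blind counting by itself would add reads from one strand to features on the other. Reads of near-identical genes can be dropped or divided among the copies. Gene names came from the NCBI RefSeq gene table of the R64 assembly, which matched 6047 of the 7192 identifiers and 5782 of the tested ones. GC content, gene length, gene order, near-identical copies (found with blastn, BLAST 2.17.0, on both strands, with overlapping genes left out) and GO terms came from the same assembly. Because the build used by the authors was not stated, no coordinates are given.

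Genes with at least 10 counts in at least 6 samples were tested, which left 6237. The main test was the DESeq2 Wald test (version 1.42.0, R 4.3.3) with lectin against control as the design, median-of-ratios size factors and Benjamini-Hochberg adjusted p-values. DESeq2 was the main test because the labels' protocols name it. Log2 fold changes are unshrunken and lectin over control, and SE is their standard error. Normalized counts are counts divided by the size factors. Counts of genes are given at an adjusted p under 0.05 alone and with the further condition of an absolute log2 fold change of at least 1, called the study thresholds below. edgeR 4.0.16 (quasi-likelihood test) and limma-voom (limma 3.58.1) were run on the same genes.

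The distance between the groups was measured as the mean Euclidean distance between samples of different groups minus that between samples of the same group, on log2(CPM + 1), with an exact one-sided permutation test over all splits of the 12 samples into 6 and 6. Library properties were compared with exact two-sided permutation tests. The smallest detectable level was taken as 3 counts, which were 0.140 to 0.173 CPM (counts scaled to the library total). This floor covers counting error only, since reads copied by PCR are not independent molecules. In genes with few counts, counting error can be a large part of the spread between samples. 18 gene sets were listed by hand and tested with limma's camera, which allows for correlation between the genes of a set. The samples, the tests, the gene sets and the rule for naming genes were fixed before the data were examined.

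Genes are named by this rule: among genes past the study thresholds with a mean normalized count of at least 50 and no overlap between the groups, the 5 with the largest change in each direction, filled up with the smallest adjusted p-values in that direction. Any other gene was chosen after its values were seen. The over-representation of GO terms was added after the data were seen. It used terms with experimental evidence in the reference annotation, not passed on to parent terms, of 5 to 300 genes, in a one-sided hypergeometric test against the 5377 tested genes that carry a term.

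5 numbers (2, 3, 4, 6 and 8) occur in both groups, and the labels do not say whether they pair the cultures. A fit with the number as a block was therefore made on those 10 samples. Other alternatives covered the tool, the scaling, the filter on low counts, the Cook cutoff, independent filtering, 1 surrogate variable (sva 3.50.0), fgsea 1.28.0 for the gene sets and leaving out each sample in turn. Corrections for GC content and length, thinning to equal depth, total counts as size factors and removal of the 10 most abundant genes were chosen after seeing the data.

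The scripts were tested on simulated counts with the means, dispersions and library sizes of the 6237 genes and 200 changed genes, in 10 simulations. The simulated changes were fewer than the calls in the data and larger than most of them. Recovery and false calls in the data may therefore differ. DESeq2 recovered 98.3% of the changed genes, and on average 9.33% of its calls were false (from 5.83% to 13.3%), above the 5% that the adjusted p-value aims at. The first limit set for this share was exceeded in the test and was then raised to 20%. edgeR recovered 97.6% with 4.38% false calls and limma-voom 97.4% with 4.58%. With no gene changed, DESeq2 made 0 calls, and 301 genes had an unadjusted p under 0.05. A simulated GC bias without changed genes gave 2202 calls, and 0 after the GC and length correction. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.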

Results

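The data describe the transcriptome of yeast with and without a clam lectin that binds N-acetylgalactosamine and mannose, sugars of which mannose is abundant in the yeast cell wall. The study's title places the question in yeast fermentation. There were 6 control and 6 lectin samples. Total counts were 17380109, 18990667, 19753992, 17852875, 17674185 and 17802814 in control 2, 3, 4, 6, 7 and 8, and 18445281, 17303313, 17550388, 21354011, 19217007 and 18637561 in lectin 2, 3, 4, 5, 6 and 8. Any pair of samples from the same group differed by more than sampling noise, with a chi-square per degree of freedom from 6.78 to 59.1 over 30 pairs, so none was the same library deposited again, and each sample was counted as a replicate by its label. This does not tell separate cultures from separate libraries of one culture.

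The first comparison was of the libraries themselves. The mean total count was 18242440 ± 922626 in the control and 18751260 ± 1458522 in the lectin group (SD, n = 6 each; exact permutation p = 0.522, adjusted over 5 properties 0.522). The 10 most abundant genes of each sample held 9.63% ± 0.399 of the counts in the control and 11.1% ± 0.429 in the lectin group (SD, n = 6; exact permutation p = 0.00216, adjusted 0.0108). Ribosomal protein genes held 7.05% ± 0.175 and 6.43% ± 0.278 (SD, n = 6; exact permutation p = 0.00433, adjusted 0.0108). Mitochondrially encoded genes held 0.00399% ± 0.00132 and 0.00491% ± 0.00124 (SD, n = 6; exact permutation p = 0.245, adjusted 0.306). The number of genes with at least 10 counts was 6217 ± 26.3 and 6238 ± 17.5 (SD, n = 6; exact permutation p = 0.149, adjusted 0.249). The differences in total count, mitochondrial share and detected genes were within the spread between replicates, and those in the other 2 shares were larger than it. The labels give no sequencing batch or date.

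The next question was whether the treatment separated the samples across the transcriptome. The mean distance was 19.4 between samples of different groups and 14.1 within groups. The difference of 5.31 was the largest of the splits into 6 and 6 (exact one-sided permutation p = 0.00216, the smallest this test can give). With deviations taken from each shared replicate number, the difference was 8.11 over 10 samples, and the exact permutation p was 0.0625, the smallest that this block allows. The first principal component held 34.7% of the variance. Control samples lay between -11.5 and -5.99 on it and lectin samples between 1.64 and 11.7, with lectin 5 nearest to the controls.

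**Figure D1:**
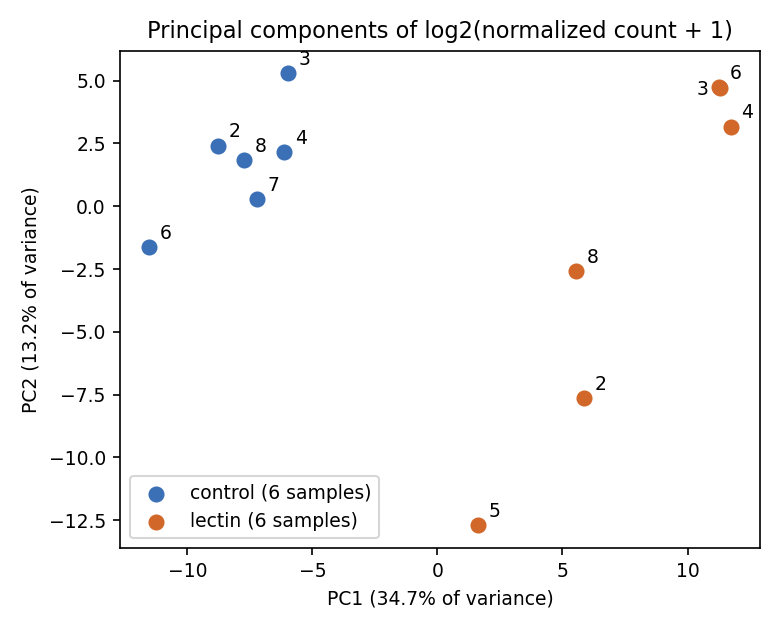
Principal components of log2(normalized count + 1) over the tested genes, with the first component (34.7% of the variance) on the x axis and the second (13.2%) on the y axis, both in log2 units. Each point is a sample with its replicate number; the groups part on the first component, with controls at -5.99 or below and lectin samples at 1.64 or above.

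Differential expression was then compared gene by gene. Of 6237 genes tested, 1965 (31.5%) differed between the groups at an adjusted p under 0.05 (DESeq2), 961 higher and 1004 lower with lectin. 2544 genes had an unadjusted p under 0.05. The alternative that moved the count most left out lectin 5 and gave 2418 genes. edgeR's quasi-likelihood test called 1818 genes, 1806 of them among the DESeq2 calls and in the same direction. On average over the simulations, 9.33% of the calls of DESeq2 and 4.38% of those of edgeR were false. In 784 genes (12.6%) the normalized counts of the groups did not overlap, where chance gives 0.216%.

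The numbers shared by both groups were checked for pairing. Deviations from the group means correlated at -0.0536 on average across genes in the 5 same-numbered pairs of samples, with values from -0.255 to 0.298, and at 0.00894 in the 31 other pairs. With the number as a replicate block, 1730 genes were called on the 10 samples, of which 1474 were also called in the same direction on all 12 samples. Without the block, the same 10 samples gave 2342 genes. With the block, 0 of the 18 gene sets described below passed an adjusted p under 0.05 and 0 an unadjusted p under 0.05 (limma camera).

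Most of the changes were small. The median absolute log2 fold change of the called genes was 0.22. It was under 0.25 in 1174 of them, from 0.25 to 0.5 in 649, from 0.5 to 1 in 126 and at least 1 in 16. The last group, at the study thresholds, had 7 genes higher and 9 lower with lectin, and edgeR gave the same 16. A Wald test against an absolute log2 fold change of 1, which asks more than a filter on the estimate, called 5 genes, each lower with lectin. At an unadjusted p under 0.05, that test had 7 lower and 0 higher genes.

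**Figure D2:**
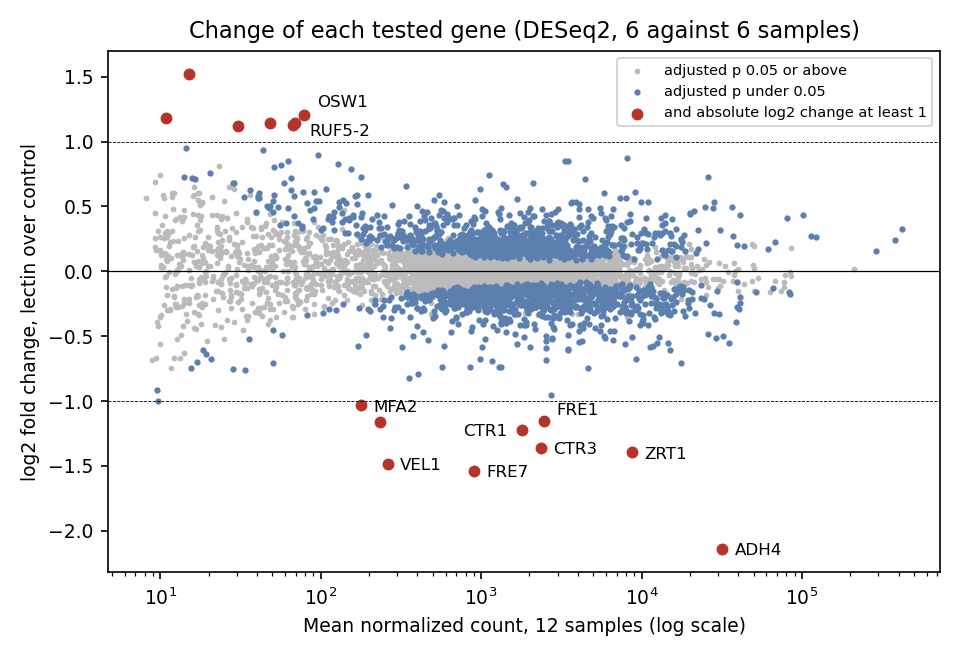
Log2 fold change of each tested gene (lectin over control, y axis) against its mean normalized count over 12 samples (x axis, log scale), with 6 samples per group. Grey points have an adjusted p of 0.05 or above, blue ones less, and the red ones are the 16 genes at the study thresholds (dashed lines: a log2 change of 1 either way), where the 9 lower genes include the abundant ADH4 and the 7 higher ones have low counts; 2 genes without a p-value from DESeq2 are left out.

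The largest decrease was in ADH4 (YGL256W, an alcohol dehydrogenase gene), from 52024 ± 2440 to 11824 ± 527 normalized counts (SD, n = 6 each). Its log2 fold change was -2.14 ± 0.043 (SE), and its adjusted p was too small for DESeq2 to represent and 4.4e-15 in edgeR. FRE7 (YOL152W, a ferric reductase gene) went from 1345 ± 58.5 to 465 ± 41.6 normalized counts (SD, n = 6), a log2 fold change of -1.54 ± 0.060 (SE) with an adjusted p of 3.3e-143 in DESeq2. VEL1 (YGL258W) went from 385 ± 16.7 to 138 ± 14.7 (SD, n = 6), a log2 fold change of -1.49 ± 0.079 (SE) with an adjusted p of 3.4e-75 in DESeq2. ZRT1 (YGL255W, a zinc transporter gene) went from 12602 ± 755 to 4789 ± 241 (SD, n = 6), a log2 fold change of -1.40 ± 0.049 (SE) with an adjusted p of 8.9e-178 in DESeq2. CTR3 (YLR411W, a copper transporter gene) went from 3392 ± 165 to 1318 ± 61.1 (SD, n = 6), a log2 fold change of -1.36 ± 0.046 (SE) with an adjusted p of 4.2e-188 in DESeq2. In each of these genes every lectin sample lay below every control sample. None overlaps another gene in the reference. VEL1 is 92.6% identical to YOR387C, which makes its value less certain, and the other 4 have no near-identical copy.

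Among higher genes, OSW1 (YOR255W) rose from 47.7 ± 9.41 to 110 ± 10.1 normalized counts (SD, n = 6), a log2 fold change of 1.20 ± 0.14 (SE) with an adjusted p of 9.1e-17 in DESeq2. RUF5-2, a non-coding RNA feature that encloses a CUP1 metallothionein gene, rose from 42.3 ± 8.17 to 92.2 ± 15.01 (SD, n = 6), a log2 fold change of 1.12 ± 0.15 (SE) with an adjusted p of 1.2e-11 in DESeq2. The remaining named genes had a log2 fold change below 1 and were taken by adjusted p. CHA1 (YCL064C, a serine and threonine deaminase gene) rose from 2480 ± 139 to 4478 ± 404 (SD, n = 6), a log2 fold change of 0.85 ± 0.061 (SE). The small nucleolar RNA snR4 rose from 2367 ± 170 to 4264 ± 332 (SD, n = 6), a log2 fold change of 0.85 ± 0.062 (SE). Since the libraries were described as poly-A selected, its counts need not reflect the total amount of this RNA. YBL005W-B, a Ty retrotransposon feature, rose from 7263 ± 279 to 11077 ± 357 (SD, n = 6), a log2 fold change of 0.61 ± 0.036 (SE). Its value is uncertain because YMR045C is a near-identical copy, and it overlaps another annotated feature. The groups did not overlap in any of these 5 features.

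Other genes at the study thresholds were looked at after their values were seen. Lower with lectin were CTR1 (YPR124W, a copper transporter gene; log2 fold change -1.22), FRE1 (YLR214W, a ferric and cupric reductase gene; -1.16), YPR123C (-1.16) and MFA2 (YNL145W, a mating pheromone gene; -1.03). YPR123C, next to CTR1 by its systematic name, held counts equal to 13.02% ± 0.927 of those of CTR1 in the control and 13.6% ± 2.39 in the lectin group (SD, n = 6), and its change was not separable from that of CTR1. The higher ones were VBA3, RUF5-1, YOL155W-A and YDR544C, with mean normalized counts of 10.9, 69.0, 48.3 and 30.7, and a feature with a provisional identifier, with a mean of 15.2. In VBA3, RUF5-1 and YDR544C the groups overlapped, and VBA3 has a near-identical copy in YKR105C.

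**Figure D3:**
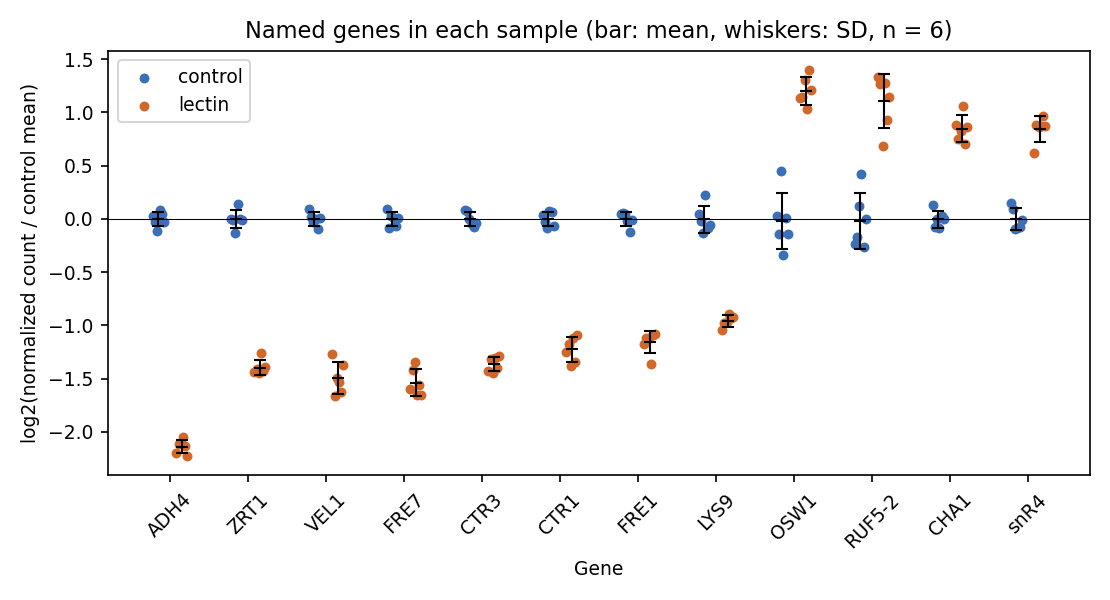
Normalized counts of 12 genes in each sample, as log2 of the ratio to the control mean (y axis), by gene (x axis). Points are samples (blue control, orange lectin) and bars with whiskers are the mean ± SD of 6 samples; ADH4, ZRT1, VEL1, FRE7, CTR3, CTR1, FRE1 and LYS9 were lower and OSW1, RUF5-2, CHA1 and snR4 higher with lectin, with no overlap between the groups.

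The study asked which functions the changed genes share. None of the 18 gene sets listed in advance passed an adjusted p under 0.05 (camera, estimated correlation between genes), and 3 had an unadjusted p under 0.05. Ergosterol synthesis had a median log2 fold change of -0.32 over 24 genes, 22 of them called lower and 0 higher (limma camera, adjusted p = 0.0823). The correlation between its genes across samples was 0.285, which widens the error of the test. The mean of the set was 8.75 ± 0.0771 log2 CPM in the control and 8.40 ± 0.0404 in the lectin group (SD, n = 6), lower in 6 of 6 lectin samples. Protein glycosylation and mannan synthesis had a median of -0.07 over 58 genes with 22 called lower and 4 higher (limma camera, adjusted p = 0.0823). The phosphate starvation response had a median of -0.07 over 21 genes (limma camera, adjusted p = 0.142). The tricarboxylic acid cycle had a median of -0.16 over 20 genes with 11 called lower and 0 higher (limma camera, adjusted p = 0.237). Amino acid synthesis had a median of -0.10 over 78 genes with 34 called lower and 7 higher (limma camera, adjusted p = 0.243). Nuclear genes of oxidative phosphorylation had 12 called lower and 1 higher of 35 (limma camera, adjusted p = 0.268). Glycolysis and ethanol formation went both ways, with 7 called higher and 6 lower of 24 (limma camera, adjusted p = 0.891). Cytosolic ribosomal proteins had a median of -0.13 over 138 genes with 61 called lower and 3 higher (limma camera, adjusted p = 0.38). Cell wall proteins went both ways, with 18 called higher and 13 lower of 56 (limma camera, adjusted p = 0.833). The cell wall integrity response had a median of 0.06 over 28 genes with 11 called higher and 3 lower (limma camera, adjusted p = 0.325). The result depended on how correlation was treated: with a preset correlation of 0.01, 8 sets passed.

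**Figure D4:**
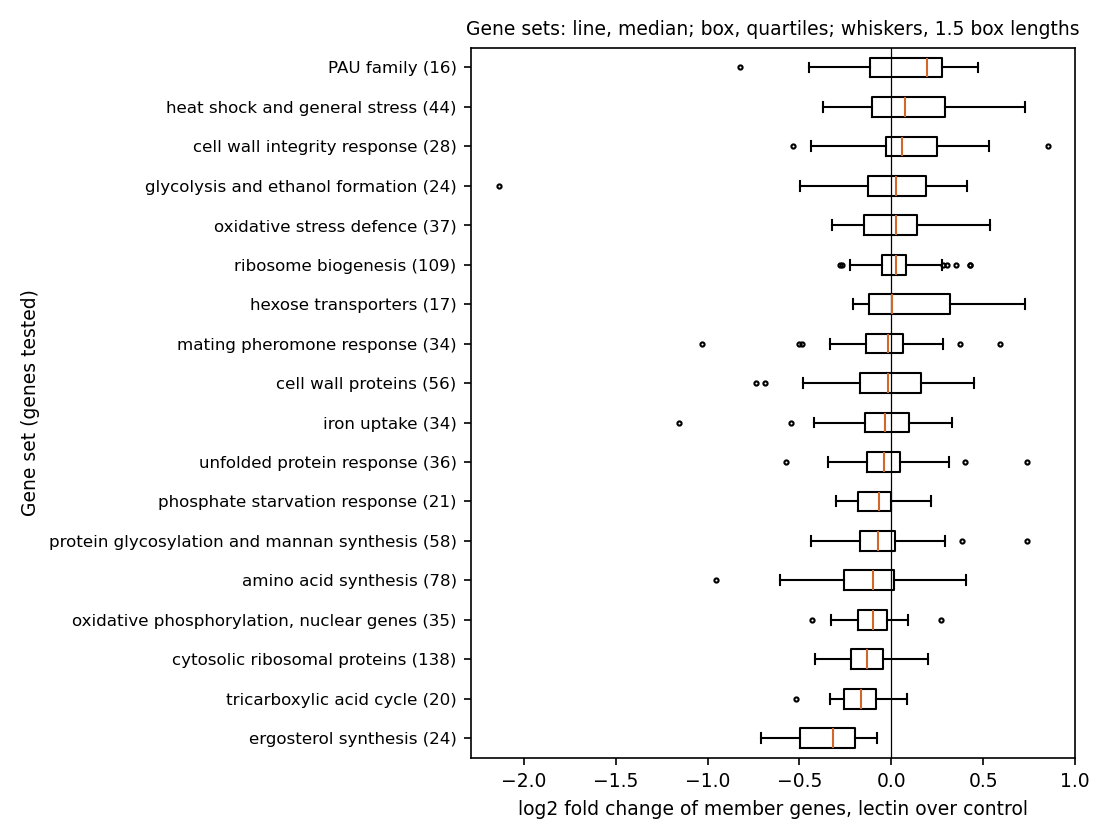
Log2 fold changes of the member genes (x axis, lectin over control) of each of the 18 gene sets (y axis, with the number of genes tested). Lines are medians, boxes quartiles and whiskers reach 1.5 box lengths, with points beyond; ergosterol synthesis has the lowest median (-0.32), and its 24 genes all lie below 0.

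GO terms were tested on the called genes, a test that takes no account of correlation between genes. Of 1234 terms, 6 were over-represented among the lower genes and 7 among the higher genes at an adjusted p under 0.05 (one-sided hypergeometric test). The lower genes held 24 of the 26 genes of ergosterol biosynthetic process where 4.64 would be drawn by chance (adjusted p = 2.3e-13). They held 74 of 194 for structural constituent of ribosome (adjusted p = 4.6e-09) and 7 of 8 for copper ion import (adjusted p = 0.0094). The higher genes held 67 of 214 for positive regulation of transcription by RNA polymerase II (adjusted p = 3.6e-06), 26 of 77 for fungal-type cell wall (adjusted p = 0.0134) and 10 of 18 for septum digestion after cytokinesis (adjusted p = 0.0207). Among the 8 annotated lower genes at the study thresholds, 4 belonged to copper ion import (CTR1, CTR3, FRE1 and FRE7; adjusted p = 1.7e-07).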

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

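The tests used in this part were chosen after the values were seen. In 52 groups of 6 values (5 library properties and 21 genes in each of the 2 groups), 4 had a highest or lowest sample whose gap to the nearest other exceeded Dixon's 95% limit, where chance gives 2.6. Each was a single lectin sample, and lectin 5 had 2 of the 4.

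ZRT1 was at 5264 normalized counts in lectin 5, above the 4629 to 4794 of the other lectin samples, and FRE1 was at 1327 in the same sample, below the 1510 to 1611 of the others. Both stayed far from the controls. snR4 was at 3626 in lectin 2, below the 4306 to 4612 of the other lectin samples. A feature with a provisional identifier and few counts in any sample was at 40.4 in lectin 3, against 15.9 to 22.3 in the others.

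Lectin 5 had the largest library and lay nearest to the controls on the first principal component, at 55.95% of the way from the control mean to the mean of the other lectin samples, which lay at 78.9% or above. It was also lowest on the second component (-12.7) and had the lowest correlation with gene length (-0.373). Its 5 pairs with other lectin samples had a chi-square per degree of freedom of 26.1 to 59.1, against 6.78 to 31.5 in the 25 other same-group pairs. After thinning to equal totals it was at 56.2%, but thinning had little room to act after scaling, so its position cannot be told apart from a difference in depth. After the GC and length correction it was at 60.8% and the other lectin samples at 79.5% or above, so that bias does not account for its position. Leaving out lectin 5 raised the number of called genes to 2418. Lectin 5 may have responded less, or have been sampled or prepared differently, and no test separated these.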

How the results depend on the processing

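The number of genes at an adjusted p under 0.05 stayed within 1.5 times of 1965 under every alternative tried. It ran from 1646 to 2418 genes (806 to 1197 higher, 840 to 1221 lower) across the 12 fits that each left out one sample. Over the scalings, the median log2 change of all genes ran from -0.0039 (upper-quartile size factors) to 0.0017 (median of ratios). It was 0.0027 after the GC and length correction.

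At the study thresholds, genes that were higher dropped from 7 to 3 with an average of at least 50 counts and to 4 with 1 surrogate variable. With all genes of at least 1 count there were 20, 10 higher and 10 lower. A test against an absolute log2 change of 1 left 5 genes, 0 higher and 5 lower, with 0 higher and 7 lower at an unadjusted p under 0.05. With one sample left out, totals ran from 12 to 18 (4 to 8 higher, 8 to 10 lower). With the replicate block there were 18, and 14 with the GC and length correction as well.

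Of 577 values of the 21 single genes under the alternatives, 564 kept their direction and their side of an adjusted p of 0.05 and 13 were weaker. Of the 564, 9 in 4 genes (MFA2, RUF5-1, VBA3 and YDR544C) fell under an absolute log2 change of 1. The 13 were 7 for the feature with a provisional identifier, 5 for VBA3 and 1 for YDR544C, and in all 13 DESeq2 gave no adjusted p. ADH4 stayed between -2.16 and -2.11, and ZRT1 between -1.43 and -1.37.

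As planned, 0 gene sets passed, with 3 at an unadjusted p under 0.05. With the replicate block, 0 passed at either level. With a preset correlation of 0.01, 8 passed, with cameraPR 11 and with fgsea 12. These methods set aside the correlation estimated in these samples. Leaving out one sample gave 0 to 2 sets.

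Over-represented terms among all called lower or higher genes were less stable. Among lower genes 6 became 10 with edgeR, 12 with limma-voom, 14 with 1 surrogate variable, 10 with the GC and length correction and 11 with the block and that correction. Among higher genes 7 became 4 with edgeR, 4 with the block, 4 with the GC and length correction and 1 with both, but 10 with limma-voom and 9 with 1 surrogate variable. With one sample left out they ran from 4 to 18 for lower genes and 3 to 9 for higher genes. The cause of these shifts was not tested. For the lower genes at the study thresholds alone, the number of terms was 4 in the main test. It stayed at 4 in each of the 12 fits that left out one sample.

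Group separation ran from 4.79 to 6.25 with one sample left out. With the replicate block it was 8.11 (exact permutation p = 0.0625), where the design cannot reach a smaller p.

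The difference in detected genes was 20.5 at 10 counts and -7.67 at 1 count, and 15.9 to 30.3 with one sample left out. The difference in total counts ran from -11730 without lectin 5 to 811130. Lectin 5 is the largest library, so its removal lowers the lectin mean. Neither differed by a test in the main comparison, and the cause of the shift in detected genes was not tested.

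Other splits were compared with the real one among the 32 splits of the 12 samples that part all 5 same-numbered pairs. 1 of the 32 (the real one) gave as many genes at an adjusted p under 0.05, 1 of 32 as many at the study thresholds and 1 of 32 as many GO terms, lower and higher summed. For higher genes alone, another split with 33 genes gave 11 terms against 7, so the 7 do not stand out from other splits. All 32 gave at least as many gene sets as the real split, which had 0, so that count says nothing. The other splits had a median of 0 genes. The highest gave 1241 genes, with 0 at the study thresholds, and exchanges only lectin 5 and control 7. The 5 splits that exchange 1 same-numbered pair gave 33 to 302 genes, and the cause of this difference was not tested.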

Other observations

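The patterns in this part were noticed in the data. The tests on CUP1 overlaps, other amino acid synthesis genes, mean total counts, the sum of VEL1 and YOR387C, retrotransposons and runs of silent genes were chosen only after the result was seen, and the other tests before the values they measure were seen.

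Technical explanations of the many small changes were tested first. After a correction for GC content and gene length, 95.6% of the called genes were called again in the same direction. Thinning to equal depth kept 96.5%, though scaling left it little room to change the calls, so by this test they cannot be told apart from an effect of depth. Without lectin 5 the mean totals of the groups differed by -11730 counts (lectin minus control) and 95.7% were called again, so a difference in mean totals does not account for them. The 10 most abundant genes held 9.63% and 11.1% of the counts, and leaving them out kept 99.6%. Median-of-ratios size factors depend little on 10 genes, so this step also had little room to change the calls. It does not decide whether a few dominant genes account for the small changes. A difference in culture or library batch was not tested, since the labels give none, so the small changes cannot be told apart from it.

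Genes for zinc and copper uptake stood out among the large decreases: ADH4, ZRT1, VEL1 and YOR387C, which respond to zinc through the activator Zap1, and CTR1, CTR3, FRE1 and FRE7, which respond to copper through Mac1. After the GC and length correction, 8 of these 8 genes still passed with most of their change. The correction had little room to remove changes this large, so their passing decides nothing by itself. The correction moved them by at most 0.0249, against log2 changes from -0.79 (YOR387C) to -2.14 (ADH4). The bias estimated for these 8 genes was thus small, which argues against GC content or gene length as the cause of their decreases. 2 of the 8, VEL1 and YOR387C, are near-identical copies of each other. Their sequence alone cannot tell the decreases in these 2 apart from an effect of shared reads. Their summed normalized counts fell from 895 ± 53.3 to 432 ± 40.3 (SD, n = 6; exact two-sided permutation p = 0.00216, the smallest possible). Since each of the 2 fell without overlap between the groups, this p was fixed in advance and adds nothing to that. Reads moved from one to the other would raise one of them, and neither rose. VEL1, ADH4 and ZRT1 lie close together with the Zap1 target MNT2. With MNT2 left out, the 10 nearest other genes had a median log2 change of 0.10, at percentile 95.03 of runs of 10 genes, with 3 called lower and 3 higher, so their median was not lower. The 20 other Zap1 targets, none of which prompted the idea, had a median of -0.08, with 9 called lower and 2 higher, and 0.0267 of 10000 random lists matched on expression were as low. Random lists take no account of correlation between genes of one regulator, so this share may be too small. ZAP1 itself fell by 0.58 on the log2 scale, and MNT2 by 0.56, the largest decreases among the 20. ICY2 rose by 0.44, and ZRT2 (0.02) and ZPS1 (0.02) were not called. Of the other Mac1 targets listed, IRC7 fell by 0.54 (adjusted p = 1.1e-36, DESeq2) and REE1 could not be tested. A candidate explanation is that cells with the lectin had more zinc and copper at hand, or sensed more. Since no buffer control is described, metal carried by the protein preparation cannot be told apart from an effect of the lectin.

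More copper would also raise genes driven by Ace1. Only 1 of 4 listed could be tested, SOD1, which was called higher with a log2 change of 0.21 (adjusted p = 0.00057, DESeq2). For 1 gene, 0.1539 of random lists were as high, which leaves it open. The CUP1 genes had 0 counts in every library, yet RUF5-1 and RUF5-2, which enclose them, were higher with lectin. With CUP1 left out, of the features wholly inside a counted feature on the other strand 11 of 11 were at 0, as were 43 of 44 on the same strand, against 2.03% of all annotated features. This is consistent with counting that ignores strand and drops reads on overlapping features, so that the rise in RUF5 may reflect CUP1 transcripts. The CUP1 genes are also identical copies, and dropping multi-mapping reads would give 0 too. The reads would show it. Counts of 0 for other nested genes in this table may have the same origin.

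LYS9 fell by 0.95 on the log2 scale. The 7 other lysine synthesis genes were each called lower, with a median of -0.32, and 1e-04 of 10000 random lists were as low, the smallest share the lists can give. These lists take no account of correlation between the genes of a pathway. The 71 other amino acid synthesis genes had a median of -0.09, with 27 called lower and 7 higher, and 0.0047 of 10000 draws of 7 of them were as low as the lysine genes. LYS20 and LYS21 are 95.3% identical and may share reads. A lower demand for lysine synthesis is a hypothesis, and lysine or peptides carried with the lectin cannot be told apart from it.

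Ty retrotransposon features rose in sum. Their summed normalized counts were 25521 ± 979 in the control and 37205 ± 1398 in the lectin group (SD, n = 6; exact two-sided permutation p = 0.00216, the smallest possible), a log2 ratio of 0.54, and 20 of 36 tested features were called higher and 0 lower. The sum includes YBL005W-B, already seen to rise from 7263 to 11077, so this p adds little to that. Near-identical copies may share reads, so the 20 calls are not separate observations. Reads moved between copies would leave the sum unchanged, so its rise goes against that explanation, and a batch difference remains untested. Single copies were erratic, though: YOR142W-B was at 2374 normalized counts in lectin 8 and between 23.1 and 408 elsewhere, and YDR098C-B at 185 in lectin 4 and at most 24.4 elsewhere. DESeq2 gave no p-value for these 2 features, and a value for any single Ty copy deserves caution.

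5 runs of at least 4 consecutive protein-coding genes had at most 3 counts per gene in every sample, 32 genes in all. They include the ASP3 genes, SEO1 to YAL063C-A, UIP3 to MST28 and the region with AAD15 and BDS1. The longest held 7 genes, and in 10000 random orders of the genes the longest run was 4. Deletions in the strain used, against the reference, are a possible explanation for the runs. Repeated copies that lose multi-mapping reads could also silence the ASP3 genes, and the table cannot separate these.

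Within the lectin group, the second principal component ran from -12.7 in lectin 5 and -7.64 in lectin 2 to 4.74 in lectin 6, while the controls lay between -1.62 and 5.29. No explanation was tested.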
